A study of Mus musculus with 12 samples. Its data were reported in "Retrotransposon LINE-1 bodies in the cytoplasm of piRNA-deficient mouse spermatocytes: Ribonucleoproteins overcoming the integrated stress response" (2023).

How the data were processed

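RNA and ribosome footprints were sequenced from whole testes of juvenile C57BL/6 mice, and the labels give the same age for all 12 libraries. The mice were either *Mael*+/- (heterozygous) or *Mael*-/- (without the protein Maelstrom). Maelstrom is needed to make piRNAs, the small RNAs that repress transposons in germ cells. Per the labels, each of the 4 groups formed by genotype and assay held 3 replicates, so the 12 libraries came as 6 of each assay. The labels give no sequencing batch or date.

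The authors treated the testes with cycloheximide, which holds ribosomes in place, and purified total RNA from part of each extract. Libraries from this RNA were stranded and depleted of ribosomal RNA. The rest of the extract was digested with micrococcal nuclease, and the fragments protected by ribosomes were sequenced as footprints. The authors clipped the linker, removed reads of ribosomal DNA, aligned the rest to the mouse genome with STAR and counted them with featureCounts, over whole mRNAs for RNA and over coding sequence alone for footprints. For other libraries of the study, the methods describe reassigning ambiguous reads in repeats with Telescope. Whether that was done for these libraries, and whether duplicate reads were collapsed, is not stated. Counts may therefore hold copies of the same molecule, and standard errors and floors describe the spread of the deposited counts.

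The deposited table holds raw counts, in whole numbers and without normalization, for 20620 genes and 5138235 copies of genomic repeats, 935884 of which had at least 1 count. Of the genes, 18024 had counts, 19310 matched a current RefSeq symbol, 1210 matched only an older symbol and 100 matched none. The deposited result tables hold log2 fold changes with their standard errors, and p-values with adjusted p-values, from the authors' DESeq2 analyses of RNA, of footprints and of translation efficiency. These result tables were used only for comparison with the values computed here. The total of gene counts ran from 13697267 to 27462358 per RNA library and from 7609932 to 13233565 per footprint library. No pair of replicates held identical counts.

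Genes were tested with edgeR 4.0.16 in R 4.3.3, by quasi-likelihood F-tests with TMM normalization within each assay, its default filter on low counts, and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. RNA and footprints were each tested between genotypes over 6 libraries. A change of translation efficiency, that of footprints beyond that of RNA, was the interaction of genotype and assay over all 12 libraries. RNA and footprint libraries with the same genotype and replicate number were checked for shared deviations from their group over 11230 genes. The correlation across genes was 0.8, 0.67 and 0.73 for the heterozygous extracts and 0.26, 0.28 and 0.27 for the *Mael*-/- extracts, all above the limit of 0.1 set for treating them as pairs. A fit with each extract as a term is therefore given beside the unpaired one. Means are in CPM, gene or repeat counts scaled by the gene total and TMM factor of the library, ± SD over 3 replicates. Where all libraries of a group held at most 3 counts, the fold was computed against 3 counts and is a lower bound.

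Gene lists, 10 in all, were tested in the 3 contrasts with camera at a preset correlation of 0.01, adjusted over the 30 tests, with fry and camera with an estimated correlation as alternatives (limma 3.58.1). They were integrated stress response targets, interferon-stimulated genes, the piRNA pathway, proteins that the study places in L1 bodies, ribosomal proteins, and markers of spermatogonia, early meiotic prophase, pachytene, Sertoli and Leydig cells. The pachytene and piRNA lists shared 2 genes, *Mybl1* and *Piwil1*, and the L1 body list shared 2 with the ribosomal proteins. Groups, tests, gene lists and most alternatives were chosen before the data were examined. The text names *Mael*, *Sycp1*, *Prkra*, called genes of a list with at most 5 of them, and up to 5 called genes each way per contrast with the largest fold change, a mean of at least 20 counts and no overlap between genotypes.

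Repeat copies were summed over 1554 subfamilies and tested in the same way, with the library sizes and TMM factors of the genes. This test was added after the table had been seen to hold repeats. To place young L1 copies near genes, the 20-base start of the L1 ORF1 coding sequence that the study used as a primer was searched on both strands of GRCm38, which gave 1983 sites.

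The tests were tried on simulated counts with 200 changed genes. The RNA test recovered 89.9% of changes by 2-fold and 99% of changes by 4-fold, with 6.93% false calls. The footprint test recovered 81.8% and 99%, with 7.73% false calls. The interaction without pairing recovered 59.6% and 91.8% with 0% false calls, and p was under 0.05 for 0.548% of unchanged genes. With pairing it recovered 90.9% and 99%, with 3.61% false calls. The simulation drew the deviation of each extract gene by gene, with the same spread in both genotypes, which the data need not follow. With pairing, p was under 0.05 for 5.22% of unchanged simulated genes but for 2.09% of genes in the data. Recovery in the data may therefore be lower. The alternatives were DESeq2 1.42.0, limma voom with quality weights, median-of-ratios size factors, other filters and thresholds, RNA counts thinned to footprint depth, blocks by replicate, and leaving out each library in turn. The list of transcripts bound by ORF1p, a protein encoded by L1, was not used here. Figures were drawn with matplotlib 3.10.9.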

Results

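The study asked what becomes of RNA and its translation in male germ cells in which the retrotransposon LINE-1 (L1) escapes control. RNA and ribosome footprints were sequenced from 3 *Mael*+/- and 3 *Mael*-/- testes extracts each. The total of gene counts was 23484975, 27123131 and 26448231 in heterozygous RNA replicates 1 to 3 and 13697267, 20042864 and 27462358 in *Mael*-/- RNA. It was 9673043, 7609932 and 10207529 in heterozygous footprints and 13233565, 9987343 and 8401342 in *Mael*-/- footprints. Repeat copies took 7.65 to 10.22% of all counts in RNA libraries and 10.81 to 13.56% in footprint libraries. The 10 most abundant genes took 2.24 to 2.42% of gene counts in RNA and 2.92 to 3.06% in footprints. *Clu* was the most abundant gene in all 12 libraries.

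The first comparison asked which genes changed in RNA between the genotypes. Of 14685 genes tested, 17 passed an adjusted p of 0.05 in edgeR. Of these, 16 were higher in *Mael*-/- testes and *Mael* was lower. An unadjusted p under 0.05 was found for 793 genes, or 5.4%. The alternative that moved the count most was DESeq2, with 66 genes, 34 of them higher. Leaving out heterozygous RNA replicate 1 gave 64 genes and leaving out *Mael*-/- RNA replicate 1 gave 2.

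*Mael* (chromosome 1, 166201385 to 166238744, GRCm38) fell from 173 ± 39.9 CPM (counts scaled by the gene total and TMM factor of each library, SD, n = 3) to 0.0573 ± 0.0514 (SD, n = 3) in RNA. The *Mael*-/- RNA libraries held 1, 2 and 0 counts of the gene, which makes it at least 1090-fold lower, with an edgeR adjusted p of 3.59e-07. In footprints it fell from 102 ± 30.3 to 0.277 ± 0.48 CPM, a log2 fold change of -8.76 (SE 0.49, edgeR adjusted p 3.33e-05). It had 0, 0 and 7 counts in the *Mael*-/- footprint libraries, and without replicate 3 its log2 fold change was -13.02. Its change of translation efficiency was 2.78 (SE 1.76, edgeR adjusted p 1). That value rests on 7 counts in *Mael*-/- footprint replicate 3, and without this library it was -2.19.

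Of the 16 genes that rose in RNA, 6 had at most 3 counts in each heterozygous RNA library. *Reg2* (chromosome 6, 78405155 to 78408099) had 0 counts in the heterozygous RNA libraries and 38, 102 and 74 in the *Mael*-/- libraries, which is at least 29.8-fold higher (edgeR adjusted p 0.00578). *Clec2g* (chromosome 6, 128934381 to 128984707) was at least 21.1-fold higher (edgeR adjusted p 0.00647). *Gc* (chromosome 5, 89417511 to 89457898) was at least 26.1-fold higher, with the same adjusted p. The long genes *Lrp1b* (chromosome 2, 40595290 to 42653598) and *Csmd1* (chromosome 8, 15892538 to 17535385) rose by 4.97 (SE 0.55) and 3.61 (SE 0.33) on the log2 scale, with adjusted p of 0.00647 and 0.00384. *Clec2g* and *Mup3*, another of the 16, belong to gene families of similar sequence, and reads shared between members were not examined. The 9 called genes outside the rule for naming, chosen after their values were seen, were *Adtrp*, *Cdh26*, *Cntn6*, *Il23r*, *Inadl*, *Mup3*, *Pamr1*, *Sfi1* and *Tmc2*.

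The same comparison in footprints asked which genes changed in ribosome-bound sequence. Of 13500 genes tested, 8 passed an adjusted p of 0.05, 7 of them higher in *Mael*-/- testes, and 585 genes (4.33%) had an unadjusted p under 0.05. All 8 were also called in RNA. DESeq2 gave 26 genes, 8 of them higher, and leaving out heterozygous footprint replicate 1 gave 17. *Pkhd1l1* (chromosome 15, 44457396 to 44601376) rose by 4.02 (SE 0.30, adjusted p 0.000366) in footprints and by 3.59 (SE 0.25, adjusted p 0.000445) in RNA. *Pkhd1* (chromosome 1, 20057779 to 20618082) rose by 3.34 (SE 0.40, adjusted p 0.0165) in footprints and by 2.97 (SE 0.28, adjusted p 0.00426) in RNA. *Csmd1* rose by 2.46 (SE 0.34, adjusted p 0.0368) in footprints. The lower bounds in footprints were 26.9-fold for *Reg2* (adjusted p 0.00148), 5.86-fold for *Lrp1b* and 5.57-fold for *Gc*, the latter genes at an adjusted p of 0.0368. *Cdh26* was the other gene that rose in footprints. The mean footprint level was higher in *Mael*-/- testes for all 16 genes that rose in RNA, 4 of which had too few footprint counts to be tested.

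The next comparison asked whether footprints changed beyond RNA, as they would if translation of some mRNAs were repressed or enhanced. Of 13448 genes tested, 0 passed an adjusted p of 0.05, and 53 (0.394%) had an unadjusted p under 0.05. With RNA and footprints of each extract paired, 0 passed, and 281 (2.09%) had an unadjusted p under 0.05. The 95% confidence interval of the change lay within 1 on the log2 scale on either side of 0 for 11687 genes (86.9%) without pairing and for 12490 (92.9%) with it. The biological coefficient of variation was 12.8% without pairing and 6.24% with it. For the remaining genes a change of 2-fold could not be excluded.

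*Sycp1* (chromosome 3, 102818499 to 102936100), a transcript that the study examined singly, differed between the genotypes by less than the spread between replicates. It had 342 ± 234 CPM (SD, n = 3) in heterozygous and 256 ± 74.2 in *Mael*-/- RNA, and 336 ± 204 and 230 ± 9.79 in footprints. Its change of translation efficiency was -0.13 (SE 0.61, 95% confidence interval -1.44 to 1.17), or -0.15 (SE 0.16, -0.49 to 0.19) with extracts paired. Heterozygous replicate 1 set the sign of its change in both assays. Without it the log2 fold change went from -0.42 to 0.29 in RNA and from -0.55 to 0.07 in footprints. *Prkra* (chromosome 2, 76609215 to 76648220) changed by 0.09 (SE 0.12) in RNA, 0.03 (SE 0.12) in footprints and -0.06 (SE 0.18) in translation efficiency.

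Changes in footprints followed those in RNA. Across the 13448 genes tested in both, Pearson's r of the log2 fold changes was 0.834, the slope was 0.845, and 72.3% of genes changed in the same direction. Genes are not independent replicates, and no p-value was computed. The relation is in part one of extracts, since both assays used the same ones: the other 9 splits of the 6 extracts into groups of 3 gave r from 0.605 to 0.712. The rank correlation moved it most, with Spearman's rho of 0.59, and leaving out heterozygous footprint replicate 1 gave r of 0.648.

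**Figure D1:**
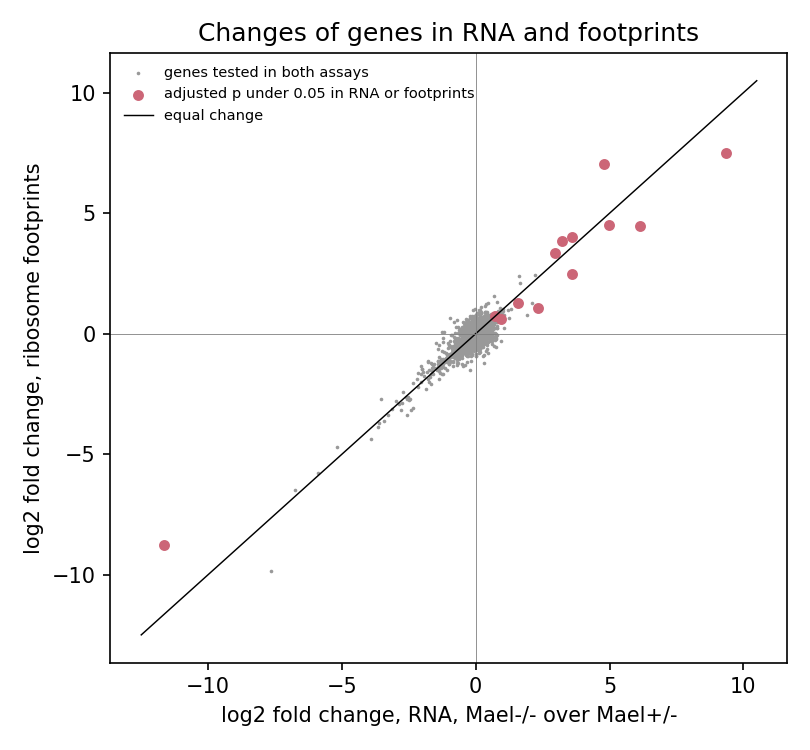
Log2 fold changes of *Mael*-/- over *Mael*+/- in RNA (x axis) and in ribosome footprints (y axis), 1 point per gene tested in both assays, with genes called in either assay in red and the line of equal change in black. The 13448 genes lie along the line with Pearson's r of 0.834, and the called gene at the lower left is *Mael*.

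Repeat subfamilies were tested because the study concerns L1. In RNA, 10 of 1114 subfamilies passed an adjusted p of 0.05, and all 10 were higher in *Mael*-/- testes. They were 3 L1 subfamilies and 7 long terminal repeat subfamilies of the IAP and RLTR10D groups. These 7 had heterozygous RNA means from 2.27 to 27.9 CPM, and other IAP subfamilies did not pass. The more abundant IAPEz-int had 145 ± 17.1 CPM in heterozygous and 156 ± 20.1 in *Mael*-/- RNA (log2 0.11, SE 0.18). In footprints IAPEz-int changed by -0.48 on the log2 scale (edgeR adjusted p 0.266). MMERVK10C-int changed by 0.11 (SE 0.20) in RNA and 0.06 (SE 0.18) in footprints. L1Md_T rose from 69.3 ± 15 to 433 ± 112 CPM (SD, n = 3), which is 6.25-fold or 2.64 on the log2 scale (SE 0.22, edgeR adjusted p 1.07e-06). L1Md_A rose from 31.7 ± 7.96 to 236 ± 58.5, which is 7.44-fold or 2.89 on the log2 scale (SE 0.23, edgeR adjusted p 1.07e-06). L1Md_Gf was 5.52-fold higher. The older subfamily L1Md_F2 rose by 0.58 on the log2 scale (edgeR adjusted p 0.324). A replicate block moved the count most, to 39 subfamilies, 37 of them higher.

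In footprints, 19 of 1045 subfamilies passed an adjusted p of 0.05, 12 of them higher and 7 lower. edgeR estimated one common spread for all subfamilies there, so its p-values there rest on a single estimate. DESeq2 gave 10 subfamilies, 9 of them higher. Leaving out heterozygous footprint replicate 1 gave 44, 35 of them higher, and leaving out heterozygous footprint replicate 3 gave 5, all of them higher. Apart from tRNA-Pro-CCY, the 7 lower subfamilies were highest in heterozygous footprint replicate 1. RLTR24, for example, had 89 CPM there against 26.4 and 26 in the other heterozygous footprint libraries. L1Md_T rose from 40.1 ± 3.44 to 213 ± 49 CPM (5.3-fold, log2 2.41, SE 0.19) and L1Md_A from 20.6 ± 4.43 to 98.5 ± 11.7 (4.77-fold, log2 2.26, SE 0.20). L1Md_Gf was 6.17-fold higher, and L1_Mm was 2.27-fold higher. L1Md_F2 rose by 0.53 (edgeR adjusted p 0.16). In the interaction of genotype and assay, 0 of 996 subfamilies passed, with 29 at an unadjusted p under 0.05. With extracts paired, 0 passed, with 38 at an unadjusted p under 0.05. The change was -0.24 (95% confidence interval -0.86 to 0.39) for L1Md_T and -0.64 (-1.27 to -0.01, edgeR adjusted p 0.995) for L1Md_A. With pairing it was -0.25 (-0.76 to 0.26) and -0.62 (-1.13 to -0.11, edgeR adjusted p 0.82). For repeats the interaction does not measure translation alone, since copies were summed without regard to coding sequence. tRNA-Pro-CCY, for example, had 241 CPM in heterozygous footprints and 0.268 in heterozygous RNA. How reads of similar copies were shared out in these libraries is not stated, so the values are those of subfamilies and not of single loci.

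**Figure D2:**
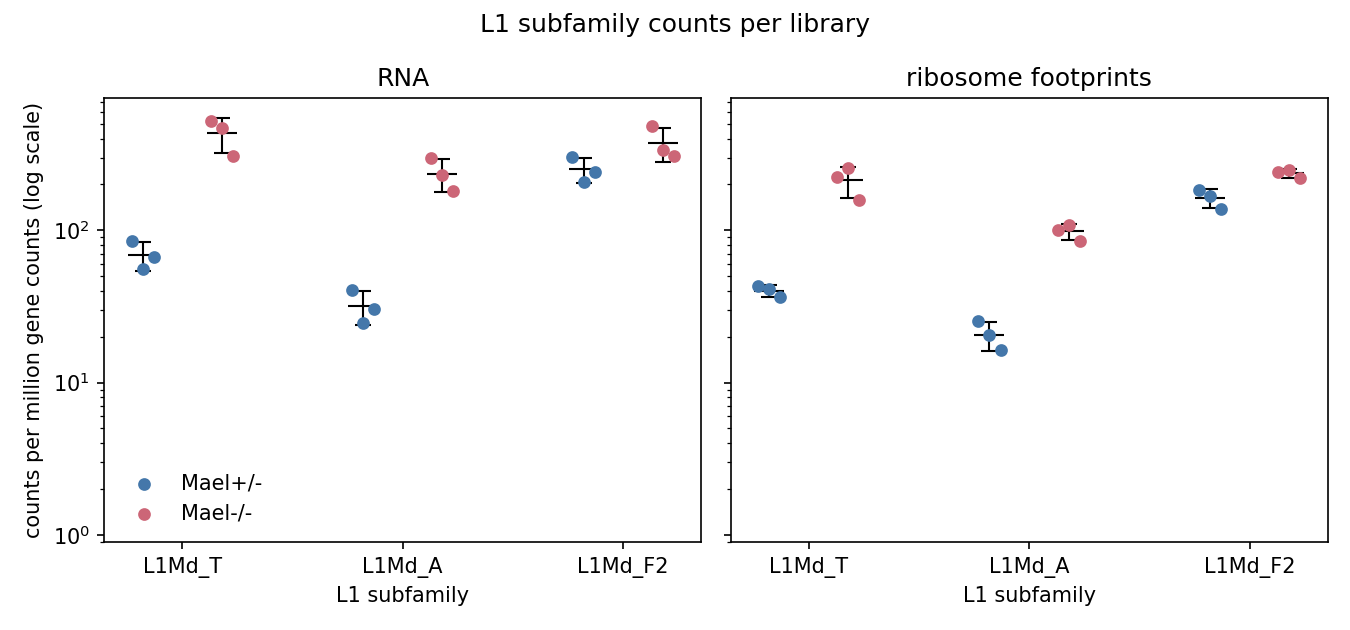
Levels in CPM (log axis) of 3 L1 subfamilies in each RNA library (left) and footprint library (right), with *Mael*+/- in blue and *Mael*-/- in red, and bars at the mean ± SD of 3 replicates. L1Md_T and L1Md_A are higher in every *Mael*-/- library than in every *Mael*+/- library of the same assay, and the means of L1Md_T in RNA are 433 and 69.3.

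Gene lists were compared to ask whether stress, interferon or the mixture of cells differed between the genotypes. With camera, 11 of the 30 tests passed an adjusted p of 0.05. Under fry 0 passed, and under camera with an estimated correlation 0 passed. Pachytene markers were lower in *Mael*-/- testes in RNA (15 of 15 genes, median log2 fold change -1.19, camera adjusted p 8.89e-13) and in footprints (12 of 12 genes, -0.90, camera adjusted p 1.76e-11). The piRNA pathway was lower in RNA (20 of 21 genes, median -0.24) and footprints (19 of 21, -0.27), with a camera adjusted p without *Mael* of 3.22e-07 and 7.85e-08. In heterozygous RNA replicates 1 to 3 its median log2 level, relative to the mean of the assay, was 0.51, 0.01 and -0.07. It was -0.14, -0.08 and -0.21 in *Mael*-/- RNA. Footprints gave 0.53, -0.07 and -0.08 against -0.14, -0.11 and -0.15. The shift thus rested largely on heterozygous extract 1, and the other heterozygous extracts lay only slightly above the *Mael*-/- ones. Integrated stress response targets were higher in RNA (16 of 20 genes, median 0.10, camera adjusted p 0.00125) and footprints (14 of 19, 0.13, 0.0132). Interferon-stimulated genes were higher in RNA (17 of 19 genes, median 0.14, camera adjusted p 0.00342) and footprints (12 of 15, 0.25, 0.000538). L1 body proteins were lower in RNA (15 of 19 genes, median -0.05, camera adjusted p 0.0154). Ribosomal proteins were lower in footprints (52 of 62 genes, median -0.10, camera adjusted p 3.02e-05) and in translation efficiency (43 of 61 genes, median -0.08, camera adjusted p 0.000266). Without heterozygous RNA replicate 1 the camera adjusted p in RNA was 0.293 for the stress targets, 0.163 for interferon-stimulated genes and 0.455 for L1 body proteins, and that of ribosomal proteins in translation efficiency was 0.16. Other libraries also decided calls. The adjusted p of interferon-stimulated genes in RNA was 0.061 without heterozygous RNA replicate 2, and that of L1 body proteins was 0.134 without *Mael*-/- RNA replicate 3. That of ribosomal proteins in translation efficiency was 0.0708 without *Mael*-/- RNA replicate 2 and 0.332 without *Mael*-/- RNA replicate 3. Without heterozygous footprint replicate 1 that of the stress targets in footprints was 0.511. The smallest adjusted p over the 3 contrasts was 0.675 for early meiotic prophase markers, 0.123 for Leydig cell markers, 0.458 for Sertoli cell markers and 0.786 for spermatogonia markers. These lists were not stable either. Early meiotic prophase markers were higher in *Mael*-/- testes in RNA without heterozygous RNA replicate 1 (camera adjusted p 1.58e-06) and in footprints without heterozygous footprint replicate 1 (4.32e-06). They were lower without heterozygous replicate 3 of the assay (0.0367 in RNA and 0.0115 in footprints). With extracts paired, Leydig cell markers were lower in translation efficiency (7 of 9 genes, camera adjusted p 0.0166, against 0.16 without pairing), while fry gave 0.99 without pairing. In all, the 19 tests that did not pass at first gave 342 values under the alternatives, some of them from unchanged fits. Of the 342, 41 passed camera, 38 of them with a library left out, and 8 of the 19 tests passed in both directions. In translation efficiency, pachytene markers were lower without heterozygous RNA replicate 1 (1.58e-06) and higher without heterozygous footprint replicate 1 (8.05e-06), and so was the piRNA pathway (0.00108 and 4.32e-06). The fits that left out a library all kept *Mael* in the piRNA list. With all libraries, leaving *Mael* out turned the direction of that list in translation efficiency from higher to lower (camera adjusted p 0.786 and 0.861). Ribosomal proteins in RNA were lower without *Mael*-/- RNA replicate 3 (4.07e-05) and higher without *Mael*-/- RNA replicate 1 (0.0271).

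Single genes of these lists seldom passed. Adjusted over the list alone, 9 pachytene markers were called in RNA and 6 in footprints, 4 piRNA pathway genes in RNA (*Mael*, *Piwil1*, *Tdrd6* and *Tdrd9*) and 2 in footprints (*Mael* and *Piwil1*), and *Chac1* among the stress response targets in RNA. *Mael* is the mutated gene, and *Piwil1* is also among the called pachytene markers in both assays. Over all genes tested, *Mael* was the only called gene of any list. Heterozygous extract 1 stood apart: its median over the pachytene markers was 1.63 in RNA and 1.23 in footprints on the log2 scale, relative to the mean of the assay, against -0.27 and 0.05 in RNA and -0.19 and 0.09 in footprints for the other heterozygous extracts. The *Mael*-/- extracts had -0.44, -0.49 and -0.58 in RNA and -0.28, -0.35 and -0.50 in footprints.

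**Figure D3:**
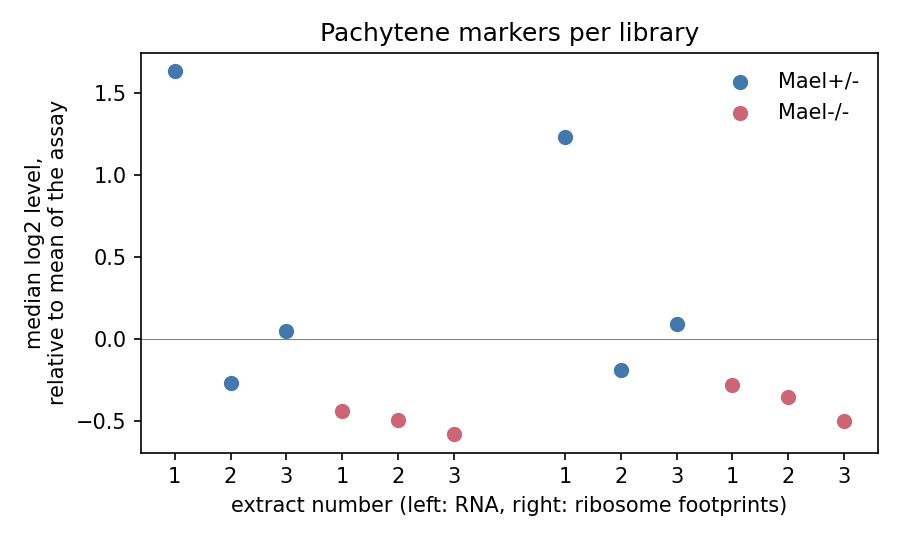
Median log2 level of the pachytene markers in each library, relative to the mean of the assay (y axis), for each extract in RNA (left) and ribosome footprints (right), with *Mael*+/- in blue and *Mael*-/- in red. Heterozygous extract 1 lies highest, at 1.63 and 1.23, and all *Mael*-/- libraries lie below all *Mael*+/- libraries of the same assay.

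The deposited result tables, made with DESeq2, hold 66 genes with an adjusted p under 0.05 in RNA, 26 in footprints and 0 in translation efficiency. For translation efficiency, 0.266% of the genes had an unadjusted p under 0.05. All 17 genes called by edgeR in RNA and 7 of the 8 called in footprints are among them. Log2 fold changes of the deposited tables and of edgeR correlated across genes with r of 0.999 in RNA, 0.999 in footprints and 0.995 in translation efficiency.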

Values the study reported

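The study reported 2081 transcripts associated with ORF1p, of which 1347 were enriched over the total extract and 734 were not. These transcripts came from *Mael*-/- testes of older mice than those sequenced here. The study's ribosome profiling gave no evidence that translation efficiency was significantly disrupted, either in general or for the 1313 ORF1p-bound mRNAs it examined. In testes of the age sequenced here, it also found no significant difference in phosphorylation of the translation initiation factor eIF2α. The same held for poly(A) tail length of the mRNAs it tested.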

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

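Alternatives chosen only after the data were seen were those for repeat subfamilies, pairing by extract for the gene lists and for the precision of translation efficiency, and leaving *Mael* out of the lists. Over the 442 values recomputed, 371 were classed as kept, 31 lost the threshold (all of them gene-list tests), 33 moved and 7 reversed. Single changes and list tests were kept if direction and side of the threshold stayed. The correlation was kept if it moved by less than its spread, and counts of calls if they stayed within a set ratio. A count that went from 17 to 23 genes in RNA was thus classed as kept. Among the gene lists these totals cover the 11 tests past the threshold at first. The 19 other tests gave a further 342 values, of which 41 were past the threshold, 8 of them in the direction opposite to that with all libraries. For both sets of tests, leaving out a library of one assay left the list tests of the other assay as they were. Pairing likewise left the RNA and footprint tests as they were, and leaving *Mael* out did so for lists without it. Such values could move only through the adjustment, so these totals overstate stability.

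The number of genes called in RNA was 17. It was 66 with DESeq2 and 50 with a replicate block, with 34 and 26 of them higher, and all 17 were among the calls of each. It was 10 with RNA counts thinned to footprint depth. Among genes with a mean of at least 50 counts it was 4, where 6 of the 17 genes were still tested, so the filter itself removed the rest. Median-of-ratios factors gave 17, no filter 18, a fold threshold 15 and a looser adjusted p 23. Across the 6 fits that each left out one replicate it ran from 2 to 64, the highest without heterozygous RNA replicate 1 and the lowest without *Mael*-/- RNA replicate 1. All 17 were among the 64.

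The number called in footprints was 8. It was 26 with DESeq2, with 8 higher and 7 of the 8 shared, and 23 with a replicate block, with all 8 shared. Among genes with a mean of at least 50 counts it was 1, where 1 of the 8 was still tested. It ran from 2 to 17 across the 6 fits that each left out one replicate, the highest without heterozygous footprint replicate 1 and the lowest without heterozygous footprint replicate 3. Apart from the filter and the fits with fewer samples, the cause of these changes was not tested. Libraries of the same replicate number in different genotypes correlated with r of 0.29, -0.03 and 0.20 in RNA and 0.09, 0.29 and 0.06 in footprints. These were not all above the limit of 0.1, so the counts with a replicate block rest on pairs that the data do not bear out.

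The number called in translation efficiency was 0 under every alternative run, with 25 to 281 genes at an unadjusted p under 0.05. The share of genes with a confidence interval within 1 on the log2 scale went from 86.9% to 92.9% with pairing. The correlation of RNA and footprint changes was 0.967 over the genes called in RNA and 0.59 as a rank correlation, and ran from 0.648 to 0.825 across the 12 fits that each left out one replicate. The cause was not tested.

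The number of gene-list tests past the threshold, 11 with camera, was 0 with fry and 0 with an estimated correlation, and 12 or 13 with blocks. It ran from 10 to 18 across the fits that each left out one replicate, with 18 without heterozygous footprint replicate 1 and 17 without heterozygous footprint replicate 3. Both alternatives at 0 let genes of a list vary together, which a preset correlation holds at 0.01.

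Changes of single genes that were not called reversed when a replicate was left out. *Sycp1* ran from -0.76 to 0.29 in RNA, from -0.81 to 0.07 in footprints and from -0.84 to 0.49 in translation efficiency. The change of translation efficiency of *Mael* ran from -2.19 to 3.6, where *Mael*-/- libraries hold too few counts for a ratio.

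Repeat subfamilies called in RNA, 10 in all, were 39 with a replicate block and ran from 8 to 18 across the fits that each left out one replicate, the highest without heterozygous RNA replicate 2. In footprints, the 19 were 10 with DESeq2 and ran from 5 to 44. The cause was not tested. L1Md_T and L1Md_A stayed called and higher under each alternative run in both assays. Leaving out one replicate gave L1Md_T changes from 2.49 to 2.84 in RNA and from 2.25 to 2.58 in footprints, and L1Md_A changes from 2.69 to 3.10 and from 2.11 to 2.43.

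Depth limits the genes that rose, 4 of which had a mean under 20 RNA counts. The test of translation efficiency depends on the pairing of extracts: on simulated counts it recovered 59.6% of changes by 2-fold without pairing and 90.9% with it. Its dependence on depth was not tested.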

Other observations

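The tests of coding footprints, of the stage of the germ cells and of the pairing of extracts were chosen only after the result was seen. The splits of the samples, the linkage to *Mael* and the search for L1 copies near genes were set beforehand.

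The 6 extracts can be split into groups of 3 in 10 ways. The split by genotype was the only 1 of the 10 splits with 17 or more genes called in RNA, and the only 1 with 8 or more called in footprints, and the other 9 splits gave 0 in both assays. For translation efficiency all 10 splits gave 0, the genotypes among them. The genotypes had 53 genes at an unadjusted p under 0.05, the fewest of the 10 splits, where the others had 60 to 588. For repeat subfamilies 1 of the 10 splits gave as many in RNA, where the others gave 0 to 1, and 1 of the 10 gave as many in footprints, where the others gave 0 to 9. For the gene lists 7 of the 10 splits gave at least 11 tests past the threshold, and the other splits ranged from 9 to 17. With 10 splits the share cannot go below 0.1, so these shares could not have passed 0.05 whatever the data and decide nothing by themselves. The edgeR adjusted p of L1Md_T in RNA was 1.07e-06 for the genotypes and 0.208 to 0.999 in the other splits. The camera calls are no more numerous than most other splits give.

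The 16 genes that rose in *Mael*-/- RNA were weighed against 3 explanations. Variants of another strain carried along with the *Mael* mutation would place them near *Mael*, but 0 of the 16 lay within 30 Mb of it and 1 lay on chromosome 1. Within that window 3.62% of 304 genes had an unadjusted p under 0.05 in RNA, against 5.43% elsewhere. Reads from introns or unspliced RNA of long genes would not raise footprints in coding sequence, but the mean footprint level was higher in *Mael*-/- testes for all 16. Without any filter on footprints, and with the 9 genes whose heterozygous footprint libraries held at most 3 counts set to their lower bound, the median footprint change of the 16 was 1.58 on the log2 scale. This argues against such reads as the source for the list as a whole and leaves single genes open, among them *Mup3*, which had few footprints in any library. Transcription starting in a nearby L1 copy is a candidate explanation. The start of an L1 ORF1 lay in or within 20 kb of 5 of the 16 (*Lrp1b*, *Csmd1*, *Pkhd1*, *Il23r* and *Reg2*), against a mean of 2.26 and a 95th percentile of 4 in 10000 draws of genes matched on span. The count thus lay beyond the 95% of draws set as the limit beforehand, with a one-sided permutation p of 0.0315. Adjustment over the 2 counts tried, applied only after the value was seen, gave 0.063, which does not pass 0.05. Inside the gene alone it was 3 of 16 against a mean of 2.06 (one-sided permutation p 0.331). The remaining 11 genes had no such start, and over all 404 tested genes with one the median log2 fold change was 0.037, against -0.002 for the others. The explanation stays open for 5 genes and has no evidence here for the 11. Loss of *Mael* acting in another way was not tested.

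Genes that were lower in *Mael*-/- testes, such as the pachytene markers, may reflect a lower share of pachytene cells or an earlier stage, since both genotypes were whole testis. If so, genes higher in heterozygous extract 1 than in extract 2 would be lower in *Mael*-/- extracts than in heterozygous extract 3, a comparison that shares no library. The correlation across 12681 genes was -0.18 in RNA, short of the limit of -0.2 set for it, and -0.15 with extracts 2 and 3 exchanged. In footprints it was -0.10 both ways. The limit was therefore not reached. The outcome written down as contrary, no correlation or a positive one, was not met in RNA either. A value of this size was classed as undecided only after it was seen, so the test decides neither way. All the correlations were negative, and pachytene markers were lower in all *Mael*-/- libraries than in all *Mael*+/- libraries of each assay. A difference of stage between extracts and an effect of genotype on pachytene cells cannot be told apart here, because no sample gives the share of each cell type. Heterozygous extract 1 lay far from the rest along the first principal component, which held 47.6% of the variance in RNA and 40.3% in footprints. In RNA it lay at -46.9, the other heterozygous extracts at -2 and -2.1, and the *Mael*-/- extracts at 16.2, 16.2 and 18.7. In footprints the positions were -39, then 0.1 and 2, then 12.3, 12.6 and 12.1. This order goes with the explanation by stage but does not separate it from an effect of genotype.

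Without pairing, translation efficiency had fewer small p-values than chance gives. A candidate explanation is that RNA and footprints of one extract deviate together, which the unpaired fit counts as noise. With the labelled pairs 2.09% of genes had an unadjusted p under 0.05, against 0.394% without pairs. Pairing RNA with footprints of another extract of the same genotype gave 0.126 to 0.164%. The labelled pairs thus removed a shared deviation that mismatched pairs did not. They account for part of the deficit only, since 2.09% is still below the 5.22% that the paired fit gave for unchanged genes in simulated counts. What causes the rest was not tested, and 0 genes passed the adjusted threshold under any of these fits.

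Some values outside the comparisons are given without explanation, for genes chosen after their values were seen. *Mroh4* had 65.1, 5.12 and 10.6 CPM in heterozygous RNA and 0.218, 0.0496 and 0.401 in *Mael*-/- RNA (edgeR adjusted p 0.114). *Morc2b* had 35.5, 3.04 and 5.74 against 0.0728, 0.198 and 0.365 (edgeR adjusted p 0.159). Heterozygous extract 2 had the highest levels of the immediate early genes *Junb*, *Nr4a1* and *Fos* in RNA, at 63.8, 49.3 and 13.8 CPM, and *Nr4a1* reached 125 in its footprints.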
